# Structural insights into molecular mechanism for *N*^6^-adenosine methylation by MT-A70 family methyltransferase METTL4

**DOI:** 10.1038/s41467-022-33277-x

**Published:** 2022-09-26

**Authors:** Qiang Luo, Jiezhen Mo, Hao Chen, Zetao Hu, Baihui Wang, Jiabing Wu, Ziyu Liang, Wenhao Xie, Kangxi Du, Maolin Peng, Yingping Li, Tianyang Li, Yangyi Zhang, Xiaoyan Shi, Wen-Hui Shen, Yang Shi, Aiwu Dong, Hailin Wang, Jinbiao Ma

**Keywords:** X-ray crystallography, RNA modification

## Abstract

METTL4 belongs to a subclade of MT-A70 family members of methyltransferase (MTase) proteins shown to mediate *N*^6^-adenosine methylation for both RNA and DNA in diverse eukaryotes. Here, we report that Arabidopsis METTL4 functions as U2 snRNA MTase for *N*^6^−2’-O-dimethyladenosine (m^6^Am) in vivo that regulates flowering time, and specifically catalyzes *N*^6^-methylation of 2’-O-methyladenosine (Am) within a single-stranded RNA in vitro. The apo structures of full-length Arabidopsis METTL4 bound to S-adenosyl-L-methionine (SAM) and the complex structure with an Am-containing RNA substrate, combined with mutagenesis and in vitro enzymatic assays, uncover a preformed L-shaped, positively-charged cavity surrounded by four loops for substrate binding and a catalytic center composed of conserved residues for specific Am nucleotide recognition and *N*^6^-methylation activity. Structural comparison of METTL4 with the mRNA m6A enzyme METTL3/METTL14 heterodimer and modeling analysis suggest a catalytic mechanism for *N*^6^-adenosine methylation by METTL4, which may be shared among MT-A70 family members.

## Abstract (web summary)

Here the authors combine functional and structural work to show that METTL4 functions as U2 snRNA m6Am RNA methyltransferase supporting N6-methylation of 2’-O-methyladenosine in Arabidopsis.

## Introduction

Enzymatic RNA covalent modifications represent an essential epigenetic mechanism that exquisitely and plastically regulates multiple cellular activities in eukaryotes^1^. One of the most abundant modifications is the methylation decorated on the *N*^6^ of adenosine (m^6^A), which is widespread in mRNA^2,3^, small nuclear RNA (snRNA)^4^, long noncoding RNA (lncRNA)^5,6^, and ribosomal RNA (rRNA)^7^. The m^6^A decoration of these RNA molecules regulates RNA structure or modulates protein-RNA interaction^8,9^, impacting RNA metabolism and diverse signaling pathways essential for cell survival and differentiation^10,11^. Abnormal m^6^A-based RNA metabolism has been suggested to cause human diseases including obesity^12^ and cancers^13,14^. Recent studies have identified the enzymes that mediate m^6^A modification on diverse RNAs, including the METTL3/METTL14 heterodimer^15^, METTL16^16^, ZCCHC4^17^, and METTL5^18^ with exquisite sequence specificity. METTL3/METTL14 primarily catalyzes the modification of mRNA and lncRNA nearby the stop code and in the 3′UTR by recognizing a DRACH (D: A, G, U; R: G, A; H: A, C, U) consensus sequence^19–21^. Some mRNAs and snRNAs with an UACAGAGAA motif in the stem-loop region are decorated by METTL16^16^.

METTL4, which belongs to a subclade of the MT-A70 family of proteins but being separated from the METTL3 and METTL14 subclades^22^, has been reported to be a U2 snRNA *N*^6^-adenosine methyltransferase in human and Drosophila^23–25^ Of note, while human METTL4 only methylates U2 snRNA on A30 when the 2′-OH on the ribose ring is methylated^23,24^, Drosophila METTL4 does not have this requisite and can methylate the same adenosine in U2 snRNA without 2′-O methylation^25^. Interestingly, METTL4 or its homologs have also been shown to deposit adenine *N*^6^ methylation in DNA (^6^mA) in the genome of mammalian tissues^26–28^ or mediate DNA ^6^mA methylation in mitochondria^29^. However, the exact substrate of METTL4 is still under debate in part because of the lack of structural evidence for any proposed METTL4 enzymatic activities discussed above. In fact, only apo structures of MT-A70 family homolog proteins, METTL3/METTL14 heterodimer in complex with cofactors were reported previously^15,30,31^.

Here we show that Arabidopsis METTL4 functions as U2 snRNA MTase for *N*^6^−2′-O-dimethyladenosine (m^6^Am) in vivo, and specifically catalyzes *N*^6^-methylation of 2′-O-methyladenosine (Am) within a single-stranded RNA in vitro. We determined crystal structures of full-length METTL4 protein and its complexes with S-adenosyl-L-methionine (SAM) or its analogs, and co-crystal structure of METTL4 bound an Am-containing RNA substrate in the presence of S-adenosyl-L-homocysteine (SAH). In combination with biochemical and modeling analysis, our findings shed light on the specificity of Am recognition by METTL4 and a novel molecular mechanism for *N*^6^-adenosine methylation, which is likely to be shared by MT-A70 family MTases, such as METTL3/METTL14.

## Results

### In vivo functions of METTL4 in Arabidopsis

Based on phylogenetic analysis^32^, we identified At1G19340 in *Arabidopsis thaliana* as the mammalian METTL4 ortholog and systematically investigated its potential substrates in vitro and in vivo. We firstly confirmed a T-DNA insertion mutant line, *mettl4-1*, in which the T-DNA was inserted into the first exon of the *METTL4* gene thus resulting in the disruption of the full-length *METTL4* transcript (Fig. 1a, b). This *mettl4-1* mutant displayed an early flowering phenotype under long-day (LD) conditions compared with the wild-type Col-0 (Fig. 1c). The early flowering phenotype of *mettl4-1* mutant was rescued by re-introduction of a wild type copy of the *METTL4* gene but not a catalytic inactive mutant, in which the conserved DPPW motif critical for catalysis was mutated to APPA (Fig. 1c, d), indicating that the developing defect of *mettl4-1* early flowering phenotype is due to the loss of the catalytic activity of METTL4. Next, we investigated the potential substrates of Arabidopsis METTL4 using ultra-high-performance liquid chromatography-triple quadrupole mass spectrometry, coupled with multiple-reaction monitoring (UHPLC-MRM-MS/MS). We measured four RNA modifications, including *N*^1^-methyladenosine (m^1^A), 2′-O-methyladenosine (Am), *N*^6^-methyladenosine (m^6^A), and *N*^6^−2′-O-dimethyladenosine (m^6^Am), in total RNA extracted from Col-0, *mettl4-1* mutant and the two rescued plants (Supplementary Fig. 1a–f and Fig. 1e). The quantification of m^1^A, Am and m^6^A showed similar levels in wild-type and *mettl4-1* mutant plants, suggesting that these modifications were not affected by the loss of METTL4. However, the m^6^Am level was significantly compromised in the *mettl4-1* mutant plant but restored by the reintroduction of a wild-type copy of *METTL4*. Importantly, the m^6^Am level of U2 snRNA was barely detectable in the *mettl4-1* mutant or in the catalytic mutant *METTL4 APPA* rescued plant, but the level was restored in the wild-type *METTL4* rescued plant (Fig. 1f). Moreover, when the RNA extracts were deprived of U2 snRNA, no m^6^Am was detected (Fig. 1f), suggesting that METTL4-dependent internal m^6^Am modification is likely only present in U2 snRNA in Arabidopsis. Taken together, these results suggested that METTL4 is the sole m^6^Am RNA methyltransferase in Arabidopsis and is exclusively responsible for U2 snRNA m^6^Am modification in vivo.

**Fig. 1:**
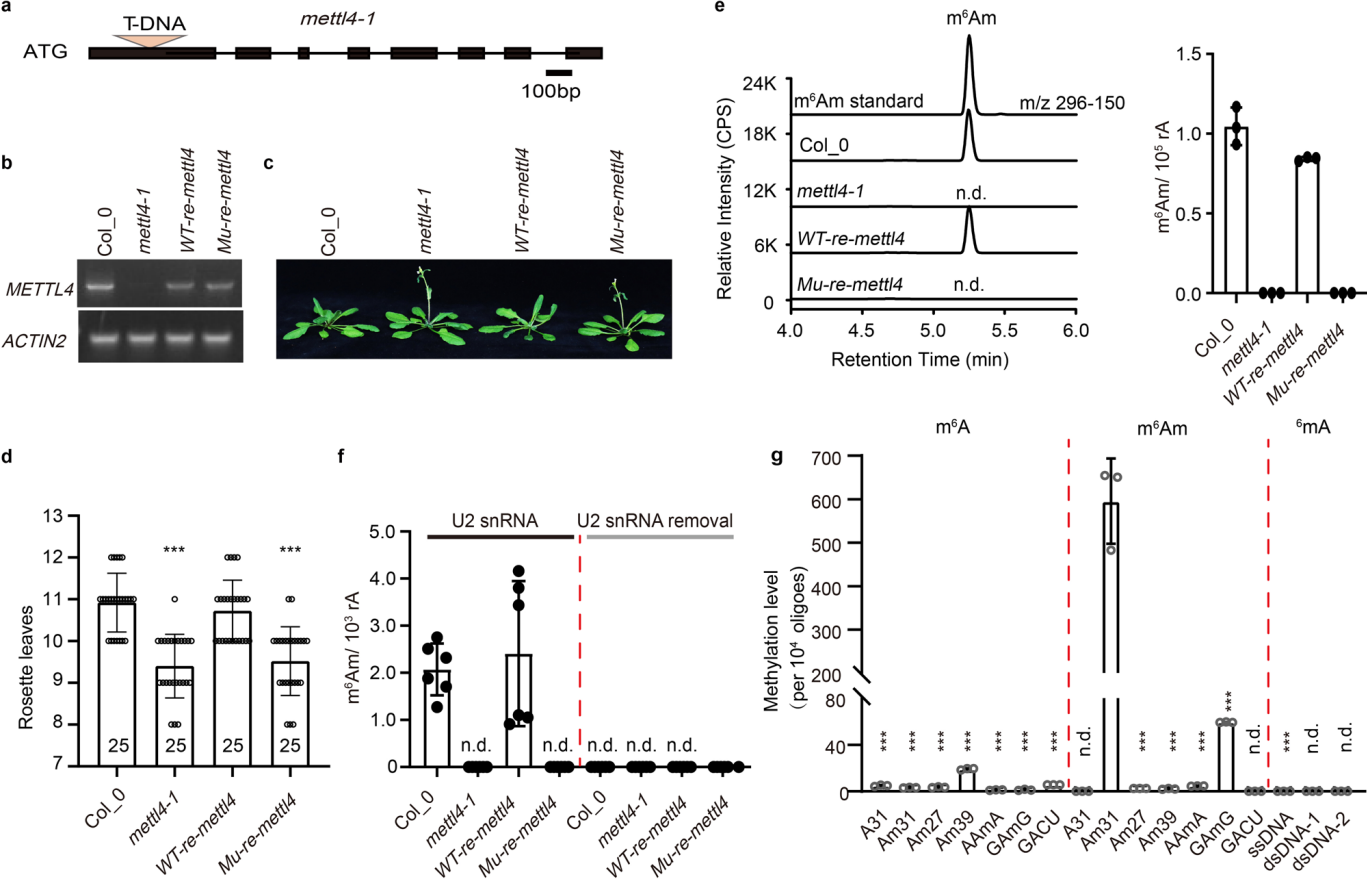
METTL4 mediates solely m^6^Am methylation of U2 snRNA in *Arabidopsis thaliana*. **a** The diagrammatic sketch of the T-DNA insertion site in the *METTL4* gene. **b** RT-PCR validation of the full-length transcript of the *METTL4* gene, the *AtACTIN2* transcript acts as a control. **c** The phenotype of the Arabidopsis plants grown in long-day (LD) condition (22 °C and 16-h-light/8-h-dark). **d** Statistics of the number of rosette leaves when flower bunds first appeared, which correlates with flowering time. And the number of the calculated plants were shown in the bar column. The APPA mutant was generated from conserved DPPW motif. Wild-type *METTL4* and *APPA* mutant gene rescued *mettl4-1* plants are shown as *WT-re-mettl4* and *Mu-re-mettl4*, respectively. ***Significant differences between WT and mutant (Student’s *t* test: ***P < 0.001). **e** UPLC-MS/MS chromatograms (left) and quantification of m^6^Am abundance in total RNA from *Arabidopsis thaliana* (right). The error bars represent standard deviations. **f** The quantification of m^6^Am abundance in U2 snRNA and residual RNAs. **g** Enzymatic assay of METTL4 using synthetic U2 snRNA fragments and various RNA and DNA oligoes as substrates in vitro. The error bars represent standard deviations. n.d., not detectable; *p* < 0.001.

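RNA was sequenced from 14-day seedlings of the wild-type accession Col-0 and of the T-DNA line *mettl4-1*, with 2 replicates per genotype and 4 libraries in all. For RNA extraction, the paper's methods describe seedlings grown at 21 °C under 16 h of light and 8 h of dark. The labels of the samples give 22 °C, and in their description of the source the dark period reads 8, 9, 10 and 11 h across the 4 libraries, while their growth protocol gives 8 h for each. The paper's text does not say whether the replicates of a genotype were separately grown plants. The libraries were made with a strand-specific kit for mRNA, which captures RNA by its poly(A) tail. The authors trimmed the paired-end reads with Cutadapt, mapped them to the TAIR10 genome with Hisat2, kept reads of high mapping quality with SAMtools, and counted reads per gene with FeatureCounts. They deposited the counts per gene without normalization. The paper's text does not give the strand, multi-mapping and overlap settings of the counting, which decide how reads of overlapping or duplicated genes were assigned.

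The counts summed to 54709289 and 66003824 in the Col-0 replicates 1 and 2, and to 51919219 and 50862075 in the *mettl4-1* replicates 1 and 2. From these counts, differential expression was computed with edgeR's quasi-likelihood test after TMM normalization, over the 21673 genes that passed edgeR's filter on low counts with its minimum of 10 counts. The paper's thresholds were used, a change of at least 1.5-fold in either direction with an unadjusted p under 0.05, and p-values adjusted by the Benjamini-Hochberg method are given beside them. With 2 libraries against 2, an exact permutation test of a single gene could not give a two-sided p below 0.333, so the p-values rest on edgeR's model of the variance across genes. Between the 2 Col-0 libraries, the median squared difference of a nuclear gene was 1.47 times that of sampling noise, and between the 2 *mettl4-1* libraries 1.85 times. A chi-square test of the counts, Benjamini-Hochberg adjusted at 0.05, found 181 and 975 nuclear genes to differ within these pairs. Each library was treated as a replicate, although this scatter does not show whether the libraries came from separate plants.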

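*METTL4* (AT1G19340) lies on chromosome 1 of TAIR10.1 from 6684467 to 6687116, on the plus strand, and is annotated with 8 exons. Exon 1, which the paper gives as the site of the T-DNA, runs from 6684467 to 6685293 and holds the 5′ UTR and the start of the coding sequence at 6684798. The *mettl4-1* libraries held 35 and 46 counts of the gene. Normalized for library size, the level was 6.33 ± 0.180 CPM (TMM-normalized counts scaled to a library of 1e6 counts, SD, n = 2) in Col-0 and 0.793 ± 0.142 (SD, n = 2) in *mettl4-1*, which is 12.5% of the Col-0 level. The log2 fold change was −2.99 (standard error 0.14, adjusted p = 8.6e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, it stayed between −3.19 and −2.82, the widest shift of any alternative. No other gene of the annotation matched the exons of *METTL4*. The counts cover the whole gene and do not show on which side of the insertion the remaining reads lie. *ACTIN2* (AT3G18780), the control of the RT-PCR in Fig. 1b, had 828 ± 22.1 CPM (SD, n = 2) in Col-0 and 756 ± 6.43 (SD, n = 2) in *mettl4-1*, a log2 fold change of −0.13 (standard error 0.02, adjusted p = 0.0186 from the same edgeR test).

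**Figure D1:**
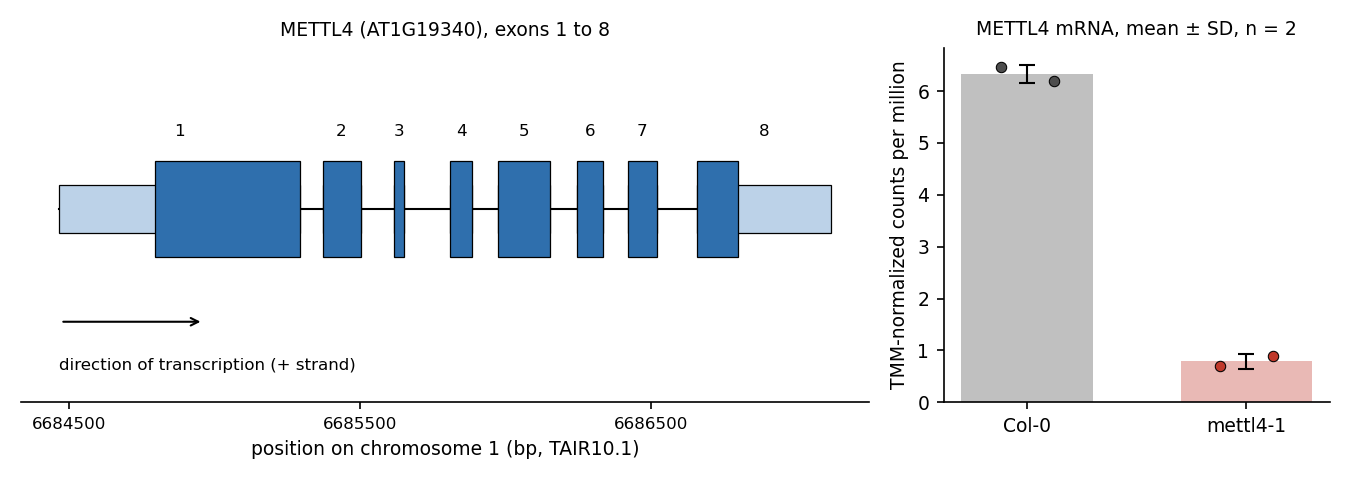
Left, the exons of *METTL4* along chromosome 1 (position in bp, TAIR10.1), with the coding sequence dark and the untranslated regions light. Right, TMM-normalized CPM of *METTL4* in the 2 libraries of each genotype (dots), with the mean (bar) and SD (error bar). Both *mettl4-1* libraries lie below both Col-0 libraries, at 12.5% of their mean.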

To address why depletion of *METTL4* (Supplementary Fig. 2a) resulted in an early flowering phenotype (Fig. 1c), we performed RNA sequencing to investigate the molecular function of *METTL4* in Arabidopsis (Supplementary Fig. 2a). Compared with the wild-type Col-0, there are 127 up-regulated genes and 119 down-regulated genes in the *mettl4* mutant, respectively (Supplementary Fig. 2b). 

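Of the genes tested with edgeR's quasi-likelihood test, 203 were higher and 148 were lower in *mettl4-1* at the thresholds of the paper's methods. With the Benjamini-Hochberg adjusted p held under 0.05 at the same fold, 68 were higher and 70 lower. The number depended most on the fold threshold, and without it 1480 genes were higher and 1821 lower at an unadjusted p under 0.05. With DESeq2's Wald test, the tool of the paper's methods, 123 genes were higher and 100 lower at the paper's thresholds, of which 113 and 80 were among those called by edgeR.

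Genes encoded in the organelles made up 85 of the 203 genes called higher, 56 of them in the chloroplast and 29 in the mitochondrion, and none of the 148 called lower. Only 103 chloroplast and 39 mitochondrial genes were tested. Counts on organelle genes took 0.693% and 0.713% of the Col-0 libraries, 2.68% of *mettl4-1* replicate 1 and 1.03% of *mettl4-1* replicate 2. All 85 were higher in *mettl4-1* replicate 1 than in replicate 2, and 58 of them kept a change of at least 1.5-fold with replicate 1 left out, against 99 of the 118 nuclear genes called higher. Of these 118, 3 are ribosomal RNA genes and 15 others, all on chromosome 2, match the organelle genomes at 95% identity or more over at least 50% of their exons, so they can hold reads of the same RNA. Of the remaining 100, 83 kept the change. Genes were set apart only by annotated type or by organelle match, so the 100 can still hold such reads. Among them, AT2G01021 and AT2G01008 had log2 fold changes of 2.60 and 1.58. Their locus numbers lie beside those of the ribosomal RNA genes AT2G01010 and AT2G01020. With the organelle genes removed before normalization, 128 genes were higher and 155 lower, so that the share of calls that were higher was 45.2% in place of 57.8%. The 3 ribosomal RNA genes and the 15 others were still among the 128. With at least 10 counts required in every library, 178 were higher and 76 lower, a share of 70.1%.

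The largest rise was in AT3G01345, an uncharacterized protein-coding gene on chromosome 3 (129138 to 130749, TAIR10.1), with 6 and 7 counts in Col-0 and 8339 and 8515 in *mettl4-1*. Its log2 fold change was 10.56 (standard error 0.06, adjusted p = 2.6e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The chloroplast gene ATCG00920 had 1070 and 1163 counts in Col-0, 62548 in *mettl4-1* replicate 1 and 5518 in replicate 2, and ATCG00950 had 1793, 1983, 79394 and 8356 counts in the same order. Their log2 fold changes of 5.19 and 4.80 (adjusted p = 0.0087 and 0.0084 from the same edgeR test) fell to 2.54 and 2.38 without *mettl4-1* replicate 1. Organelle genes have no description here and their shared sequence was not measured. Whether these chloroplast genes encode ribosomal RNA or have copies was therefore not examined. AT4G18150, annotated as a putative serine/threonine kinase on chromosome 4, had 2 and 0 counts in Col-0 and 35 and 30 in *mettl4-1*, at least 12.8-fold higher (adjusted p = 0.00166, edgeR). AT2G01010, an 18S ribosomal RNA gene that shares 99.9% of its sequence with AT3G41768, so that its reads cannot be assigned with certainty, had a log2 fold change of 4.14 (standard error 0.80, adjusted p = 0.0205, edgeR), which was 1.74 without *mettl4-1* replicate 1.

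The largest falls were in genes with no count in either *mettl4-1* library. Against the floor of 3 counts, the seed storage albumin gene *SESA3* (AT4G27160, 544 and 660 counts in Col-0) was at least 168-fold lower, and the cruciferin gene *CRU2* (AT1G03880, 402 and 504 counts) at least 126-fold lower. AT1G47540, annotated as a knottin (119 and 133 counts), was at least 35.4-fold lower, *SESA1* (AT4G27140, 84 and 98 counts) at least 25.5-fold and *SESA5* (AT5G54740, 85 and 80 counts) at least 23.4-fold. The highest adjusted p among these 5 genes was 0.00012 (edgeR's quasi-likelihood test). *SESA3* and *SESA1* have close relatives in the same family.

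**Figure D2:**
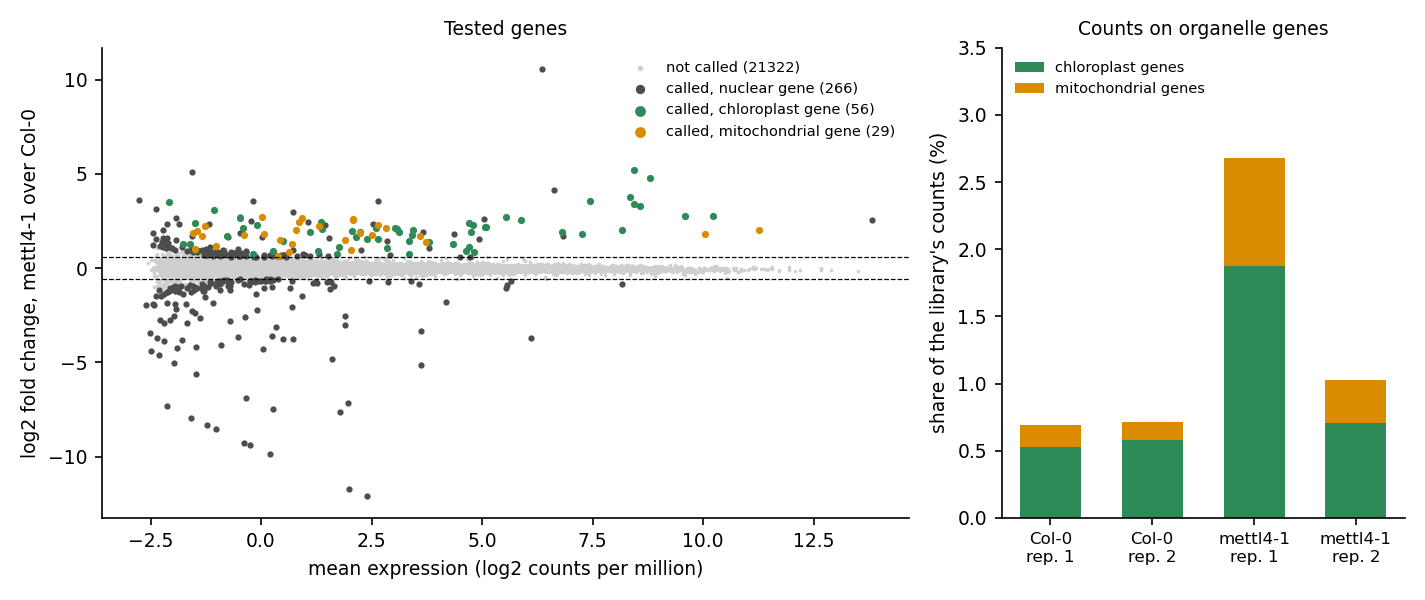
Left, log2 fold change of *mettl4-1* over Col-0 against mean expression (log2 CPM) for the genes tested, each dot 1 gene, with dashed lines at a 1.5-fold change and colours for the genome of the genes called at the paper's thresholds. Right, the share of each library's counts on chloroplast and mitochondrial genes (%), which was 2.68% in *mettl4-1* replicate 1 and 1.03% in replicate 2.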

Gene Ontology (GO) analysis showed that a set of genes involved in photosynthesis and response to cold or freezing are among these 127 up-regulated and 119 down-regulated genes, which are related to flowering time regulation (Supplementary Fig. 2c). 

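The processes named by the Gene Ontology terms were examined with lists of nuclear genes, since Gene Ontology annotation was not used here. The lists were written from general knowledge and need not hold the genes behind the paper's terms. All 75 genes of the photosynthesis list (subunits of the photosystems and their antennae, electron transport, ATP synthase and the Calvin cycle) were tested, and 4 were differentially expressed at the paper's thresholds where 1.21 were expected by chance. Fisher's exact test, two-sided against all tested genes, gave p = 0.0335, and 0.0502 after Benjamini-Hochberg adjustment over the 3 lists examined. All 4 were lower in *mettl4-1* and encode light-harvesting chlorophyll a/b-binding proteins. At a 2-fold threshold, 1 gene of the list was called (Fisher's exact test, p = 0.526). The list shifted downwards as a whole, with 71 of the 75 genes below 0 and a median log2 fold change of −0.13. An adjusted p under 0.05 from edgeR's quasi-likelihood test was reached by 58 genes with the adjustment over the list alone and by 45 with the adjustment over all genes. The genes of the list also moved together between replicates, so they do not count as independent. Their median log2 ratio was 0.04 between the 2 *mettl4-1* libraries, with 10 of the 75 genes lower in replicate 2, and −0.0060 between the 2 Col-0 libraries, against −0.20 to −0.11 in the 4 comparisons of a *mettl4-1* with a Col-0 library.

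*LHB1B1* (AT2G34430, chromosome 2, 14524607 to 14525918, TAIR10.1) had 62.7 ± 0.991 CPM (SD, n = 2) in Col-0 and 30.2 ± 2.04 (SD, n = 2) in *mettl4-1*, a log2 fold change of −1.05 (standard error 0.04, adjusted p = 2.2e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its neighbour *LHB1B2* (AT2G34420, 14522524 to 14523568) had a log2 fold change of −0.82 (standard error 0.04, adjusted p = 2.5e-06, edgeR). *CAB2* (AT1G29920) and *CAB3* (AT1G29910) lie side by side on chromosome 1 and had log2 fold changes of −0.81 (adjusted p = 0.00012, edgeR) and −0.69 (adjusted p = 4.9e-07, edgeR). *CAB2* and *CAB3* match over 78.8% and 84.2% of their exons at 94.1% identity, and 67.6% of the exons of the related *CAB1* (AT1G29930) is matched by another gene at 95% identity or more, so the division of reads among these genes is uncertain. The closest match of *LHB1B1*, *CAB1*, covers 63.2% of its exons at 86.5% identity. *LHB1B2* is overlapped along its whole length by AT2G08665 on the other strand, which the files list separately.

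Of the 56 genes of the cold-response list, 52 were tested and 0 passed the paper's thresholds (0.842 expected, Fisher's exact test, p = 1). An unadjusted p under 0.05 was reached by 23 of them, an adjusted p under 0.05 from edgeR's quasi-likelihood test by 16 with the adjustment over the list (5 higher and 11 lower) and by 10 with the adjustment over all genes. Their log2 fold changes ranged from −0.42 to 0.51, with a median of −0.01. Among 34 tested genes whose annotated description speaks of cold, freezing or dehydrins, 1 was called, the dehydrin gene *LEA* (AT2G21490), named here after its values were seen. It had 25 and 25 counts in Col-0 and 2 and 0 in *mettl4-1* (adjusted p = 0.00867 from edgeR's quasi-likelihood test). Chloroplast-encoded genes, many of which were called higher, are in neither list. The lists therefore cannot show whether such genes stood behind the paper's photosynthesis term. The paper states that the genes of these processes among its differentially expressed genes are related to the regulation of flowering time.

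**Figure D3:**
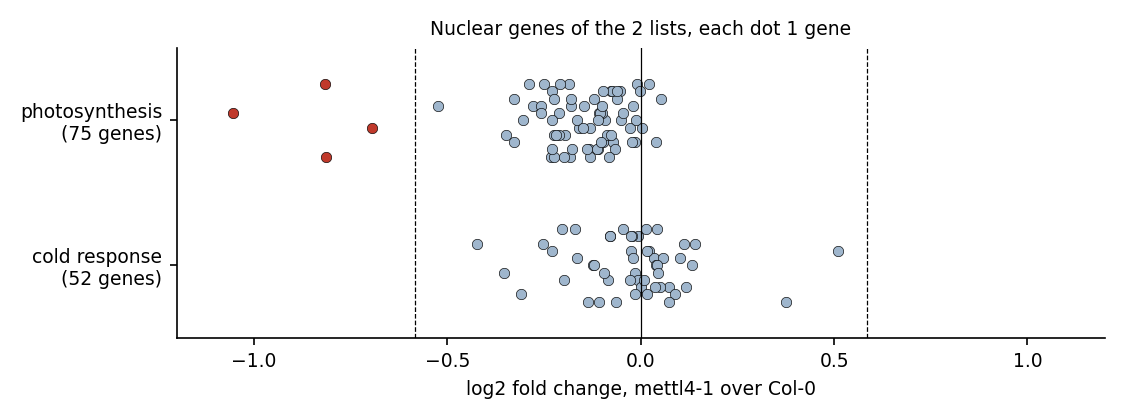
Log2 fold change of *mettl4-1* over Col-0 for each tested gene of the photosynthesis list (75 genes) and the cold-response list (52 genes), each dot 1 gene, spread vertically for visibility. Red dots passed the paper's thresholds, and dashed lines mark a 1.5-fold change. The photosynthesis genes lie mostly below 0, with a median of −0.13, and the cold-response genes on both sides of 0.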

Interestingly, many genes (497) displayed splicing changes in the *mettl4* mutant compared to the wild-type Col-0 (Supplementary Fig. 2d), which are mainly involved in the basic RNA biosynthetic and metabolic processes (Supplementary Fig. 2e). Although there is no direct association between early flowering phenotype and the genes with obvious splicing alterations, it is plausible that Arabidopsis METTL4 affected pre-messenger RNA (pre-mRNA) splicing of a set of these genes, similar to the function of mammalian METTL4^23,24^.

### Substrate features of the Arabidopsis METTL4 in vitro

To further clarify the substrate specificities of the Arabidopsis METTL4, we performed in vitro enzymatic activity analysis using full-length recombinant METTL4 protein purified from *E. coli*. Unlike the human U2 snRNA, which has only one Am decorated site (Am30), the Arabidopsis U2 snRNA contains two Am sites (Am31 and Am39)^33^. Therefore, we designed three RNA substrates based on the Arabidopsis U2 snRNA sequences: Am31 for 2′-OH and 2′-OMe at site 31, Am39 for 2′-OMe at site 39, and Am27 for 2′-OMe at site 27 as a control. Interestingly, only Am31, but not Am39 and Am27, could be methylated by METTL4 in vitro (Fig. 1g and Supplementary Fig. 3a, b). Changing the sequence around the Am31 site from AAmG to GAmG reduced the in vitro activities of METTL4, and the enzyme activity is almost completely lost when the wild-type sequence was changed to AAmA (Fig. 1g and Supplementary Fig. 3a, b). These results suggest that sequences or secondary structures around the Am nucleotide may be critical for the enzyme activity. Next, we tested whether the 2′-O-methyl modification is necessary for the enzyme activity of METTL4 in vitro. METTL4 showed weak m^6^A enzyme activities towards probes Am39 and GACU with two 5′-GGACU-3′ motifs (optimal sequence for METTL3/METTL14 heterodimer^34^), and negligible activities towards most other probes, in comparison to the high m6Am enzyme activity to Probe Am31 (Fig. 1g and Supplementary Fig. 3a–c), indicating that METTL4 prefers Am over A in vitro. In addition, the quantification of m^6^A modification on U2 snRNA and total RNA showed similar levels in wild-type and *mettl4-1* mutant plants (Supplementary Fig. 1g), suggesting that METTL4 decorates only on Am31 in U2 snRNA but not on A or Am at other positions of U2 snRNA or other RNAs in vivo. These results strongly suggest that Arabidopsis METTL4 has stringent specificities for the sequences and secondary structures surrounding Am31 nucleotide in the Arabidopsis U2 snRNA. We also measured Arabidopsis METTL4 activities on ssDNA and dsDNA. Compared to the RNA substrates, only a negligible level of activity was observed when a single strand DNA (ssDNA) probe containing the identical sequence of Probe Am31 was used as a substrate, and no detectable DNA ^6^mA signal was observed on double-stranded DNA (dsDNA) substrates (Fig. 1g and Supplementary Fig. 3a, b). Taken together, these results suggest that Arabidopsis METTL4 prefers Am-containing RNA as a substrate in vitro.

### The crystal structure of the full-length METTL4

To elucidate the molecular mechanism of METTL4-mediated *N*^6^-adenosine methylation on U2 snRNA, we performed structural analysis by crystallization of the recombinant full-length protein. Sequence alignment suggested that Arabidopsis METTL4 contains a conserved MTase domain (residues 203-403) with a strictly conserved DPPW motif shared by the MT-A70 m^6^A methyltransferases, as well as an N-terminal extended region without known structural information (Supplementary Fig. 4). We solved the crystal structures of the full-length METTL4 alone (apo), as well as METTL4 bound to the methyl donor S-adenosyl-L-methionine (SAM), or its product S-adenosyl-L-homocysteine (SAH), or its analog Sinefungin (SFG) (Supplementary Fig. 5a–d and Tables 1 and  2). Due to the high structural similarity (Supplementary Figs. 5 and 6), we chose the structure of METTL4-SAM complex for subsequent analysis. Of note, the central MTase domain of METTL4 possessing a classic sandwich-fold similar to METTL3, is embraced by two domains from the N-terminal extended region, i.e., the N-terminal domain (NTD), and the middle domain (MID; Fig. 2a–c). NTD is mainly composed of five α-helixes (α 1–5) and three β-strands (β 1–3). A loop between α13 and β14 in MTase domain, referred to as Interface loop in METTL3, is stabilized by the long α4 of NTD via extensive hydrophobic interactions in combination with charged interactions (Fig. 2d), which is likely conserved based on sequence alignment (Supplementary Fig. 4). MID, mainly composed of five β-strands and three short α-helices with an Ig-like fold, leans to the side of the β9 strand of the MTase domain primarily via antiparallel β-sheet (β6↓-β9↑) and hydrophobic interactions (Fig. 2e). In addition, the C-terminal extension (CE, aa:404-414), stretching out from the Mtase domain, forms an antiparallel beta sheet with NTD β3 strand and hydrophobic interactions with I200 from the MID domain (Fig. 2f), which locks the NTD and MID domains together like a zip. The SAM molecule is bound adjacent to the conserved DPPW motif of Mtase domain in the complex structure (Fig. 2g and Supplementary Fig. 7), and particularly, aspartic acid D233 of DPPW motif forms a hydrogen bond with the amino group of SAM tail. Most of the residues involved in SAM binding in METTL4 are conserved in METTL3 (Supplementary Fig. 8), suggesting that MTase domains of MT-A70 family proteins share a common SAM binding mode. However, unlike METTL3, which requires METTL14 to form a fully functional enzyme, METTL4 alone forms an integrated structure by extensive interactions of the central MTase domain with NTD, MID and CE, to perform enzyme function.

**Table 1:** The data collection of SeMETTL4 for structure determination

	SeMETTL4-MAD		
Data collection			
Space group	P21	P21	P21
Cell parameter			
* a, b, c* (Å)	60.1, 94.2, 95.7	60.3, 94.4, 96.0	60.2, 94.3, 95.5
*α*, *β*, *γ* (°)	90.0, 101.8, 90.0	90.0, 101.8, 90.0	90.0, 101.8, 90.0
Wavelength(Å)	0.96108	0.97956	0.97943
Resolution (Å)	30.0-2.80	30.0-2.80	30.0-2.80
Last shell (Å)	(2.90-2.80)	(2.90-2.80)	(2.90-2.80)
Completeness (%)	99.3 (99.0)	99.6 (98.0)	99.2 (98.1)
Redundancy	1.9 (1.9)	3.7 (3.5)	1.9 (1.9)
I/σ(I)	9.9 (1.2)	10.5 (0.8)	9.9 (1.0)
* Rmerge* (%)	6.2 (50.8)	9.2 (108.8)	5.9 (57.3)
No. reflections	50,092 (5006)	26,052 (2544)	50,458 (4970)
CC^*^	0.844^a^	0.691^a^	0.811^a^

^a^The values in parentheses are for highest resolution shell.

^b^The statistics CC^b^ is an estimate of the “true” CC data under examination to the (unknown) true intensities.

**Table 2:** Data collection and refinement statistics

	SeMETTL4	METTL4- SAM	METTL4- SAH	METTL4- SFG	METTL4-Am-SAH
Space group	P21	P21	P21	P212121	I222
*a, b, c* (Å)	60.8,94.3, 95.7	61.9,93.7, 96.3	63.6,93.5, 96.6	52.2,84.6, 94.1	93.8,130.0, 141.3
α, β, γ (°)	90.0,101.7,90.0	90.0,104.3,90.0	90.0,104.7,90.0	90.0,90.0, 90.0	90.0,90.0, 90.0
Wavelength(Å)	0.97930	0.97916	0.97776	0.97853	0.97852
Resolution (Å)	30.0-2.50	30.0-2.30	30.0-2.45	30.0-2.35	30.0-3.0
Last shell (Å)	(2.59-2.50)^a^	(2.38-2.30)^a^	(2.54-2.45)^a^	(2.43-2.35)^a^	(3.11-3.00)^a^
Completeness (%)	98.2(93.7)	98.1(91.1)	97.6(88.6)	98.8(91.5)	82.4(54.7)
Redundancy	4.8(3.3)	3.4(3.1)	5.3(4.0)	11.8(8.6)	5.8(2.4)
I/σ(I)	29.9(7.2)	25.6(2.0)	17.5(2.4)	24.2(3.3)	7.8(1.9)
*Rmerge* (%)	13.2(41.3)	6.3(59.7)	10.4(39.2)	17.4(60.6)	11.2(40.0)
No. reflections	36127	46526	39010	17743	14468
	(3421)	(4278)	(3536)	(1596)	(938) ^a^
Refinement					
Resolution (Å)	2.50	2.30	2.45	2.35	3.01
R_work_ (%) / R_free_ (%)	22.6/26.5	22.0/25.1	21.1/25.4	20.1/23.7	24.0/30.0
No. of atoms					
Protein	5326	5515	5639	2741	2877
RNA/DNA	0	0	0	0	48
Ligand/ion	0	54	96	45	26
Water	11	57	22	61	19
* B* factors	50.0	72.0	55.0	47.0	94.0
Bond length (Å)	0.007	0.006	0.005	0.003	0.019
Bond angle (°)	1.010	1.080	0.974	0.072	1.982
Ramachandran plot (%)					
Most favored	96.31	97.41	98.11	5.38	89.82
Additional allowed	3.69	2.59	1.89	4.62	10.15
Outliers	0	0	0	0	0
PDB number	7CVA	7CV7	7CV9	7CV8	7CV6

Data are from one crystal for each structure.

^a^Values in parentheses are for highest-resolution shell.

**Fig. 2:**
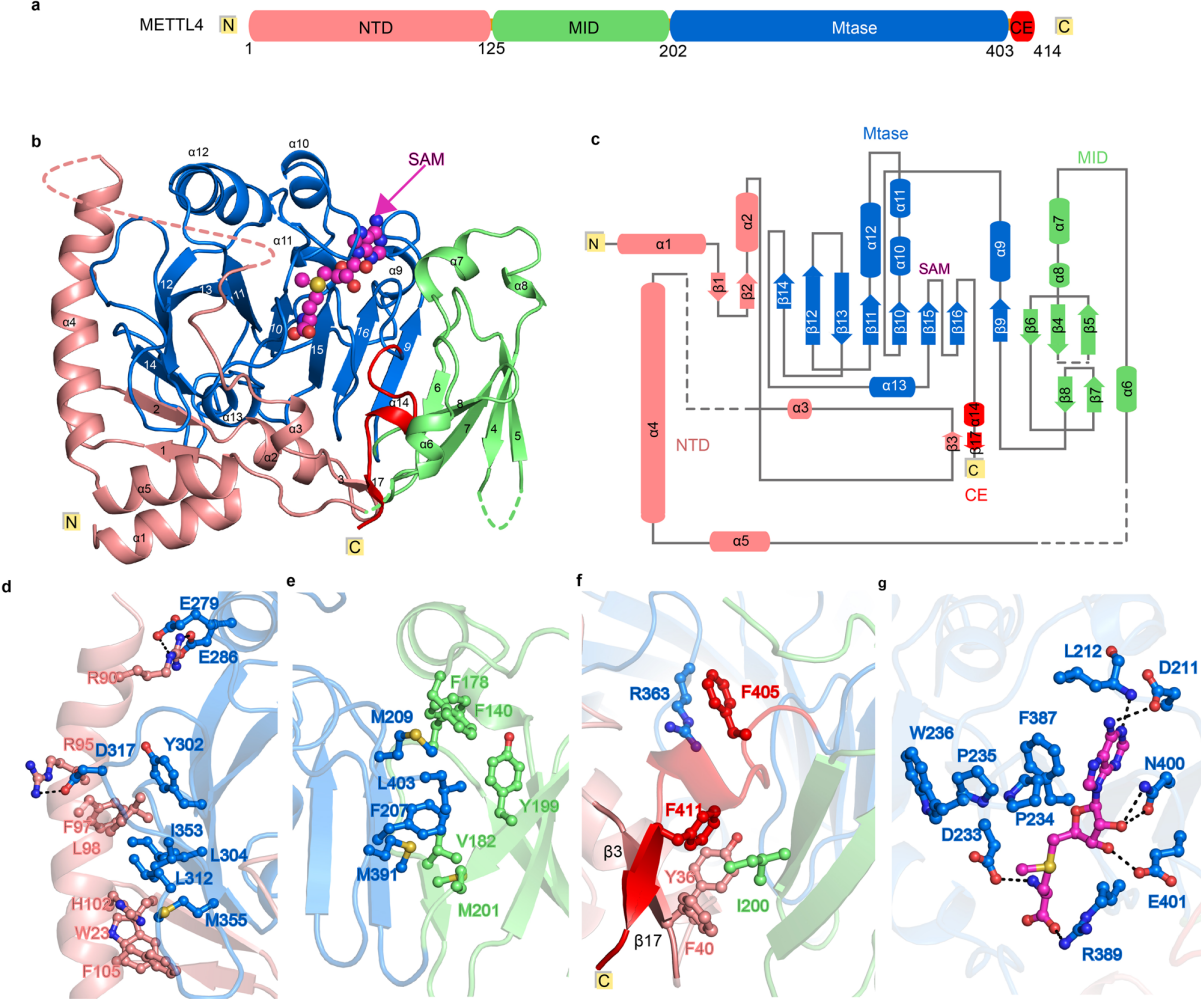
Crystal structure of full-length METTL4 bound to SAM. **a** Schematic domain structures of METTL4. **b** Cartoon representation of full-length METTL4 bound to SAM, with the β-strands and α-helices numbered numerically and the invisible residues in electric map shown as dashed lines. The SAM is shown as magenta sphere. **c** Schematic representation of the full-length structure of METTL4. **d**–**f** Close-up view of the interaction between MTase domain and NTD (**d**), MID (**e**), and CE domain (**f**). **g** The interaction network between METTL4 and SAM. The hydrogen bond interactions are shown as green dashed lines and the Vander Waa interactions are shown as red dashed fans. **f** Measurement of the binding affinity between SAM and the METTL4 wild-type and mutated proteins using ITC, n.d., not detected.

### Complex structure of METTL4 bound to Am

To further investigate the Am specific *N*^6^-methylation mechanism of METTL4, we solved the crystal structure of METTL4 complexed with 3-nucleotides (3-nt) Am-containing RNA oligo (5′-AAmG-3′) (Fig. 3a), a sequence taken from the Arabidopsis U2 snRNA around Am31, as a substrate in the presence of SAH (Table 2). In the complex structure, though only the central Am is visible in the electron-density map (Fig. 3d, e), we found the base of Am inserted into the catalytic pocket located in the turning corner of a L-shaped cavity with highly positive charges on the most conserved surface across the METTL4 homologs (Fig. 3a–c). There are four characteristic loops around the L-shaped cavity (Fig. 3d): Gate Loop1, Gate Loop2 and Interface Loop, named after the METTL3 structure^15^, and Entry Loop. The *N*^6^ atom of Am forms a tetrahedral like hydrogen network with the side chain of D233 and Y247, as well as the main chain O atom of P234 from Gate Loop1 (Fig. 3f, g). In addition, the *N*^7^ atom of Am forms a hydrogen bond with the side chain of S362 from Gate loop2, and the *N*^3^ atom of Am directly binds to the side chain of E325 (Fig. 3f, g). These interactions allow the *N*^6^ atom point to the sulfur atom of SAH with 4.7 Å, which is similar to the corresponding distance observed for the *N*^6^-adenine DNA methyltransferase M ▪*Taq*I (PDB code: 1G38)^35^. Notably, the dual conformations of Y247 were captured in the complexes, a free conformation obtained from the Am-absent complex and an active but restricted conformation obtained from the Am substrate-containing complex. Compared to the free conformation that flips out, the side chain of Y247 in active conformation turns ~131°towards the active site, resulting in the N6 atom of Am in the active site being attracted by the OH-group of Y247 (Supplementary Fig. 7d). Mutation of Y247 to alanine (Y247A) or phenylalanine (Y247F) and E325 to alanine (E325A) abolished the activity (Fig. 3h), highlighting the important role of these residues in placing Am base into the precise position for *N*^6^-methylation. The phosphate group of the Am is bound by the H321 from Interface Loop, and mutations of the positively charged residues, such as R278 in the Entry Loop and K322 in the Interface loop, impaired the enzymatic activity, suggesting that these positively charged residues in the four loops are important for substrate recognition.

**Fig. 3:**
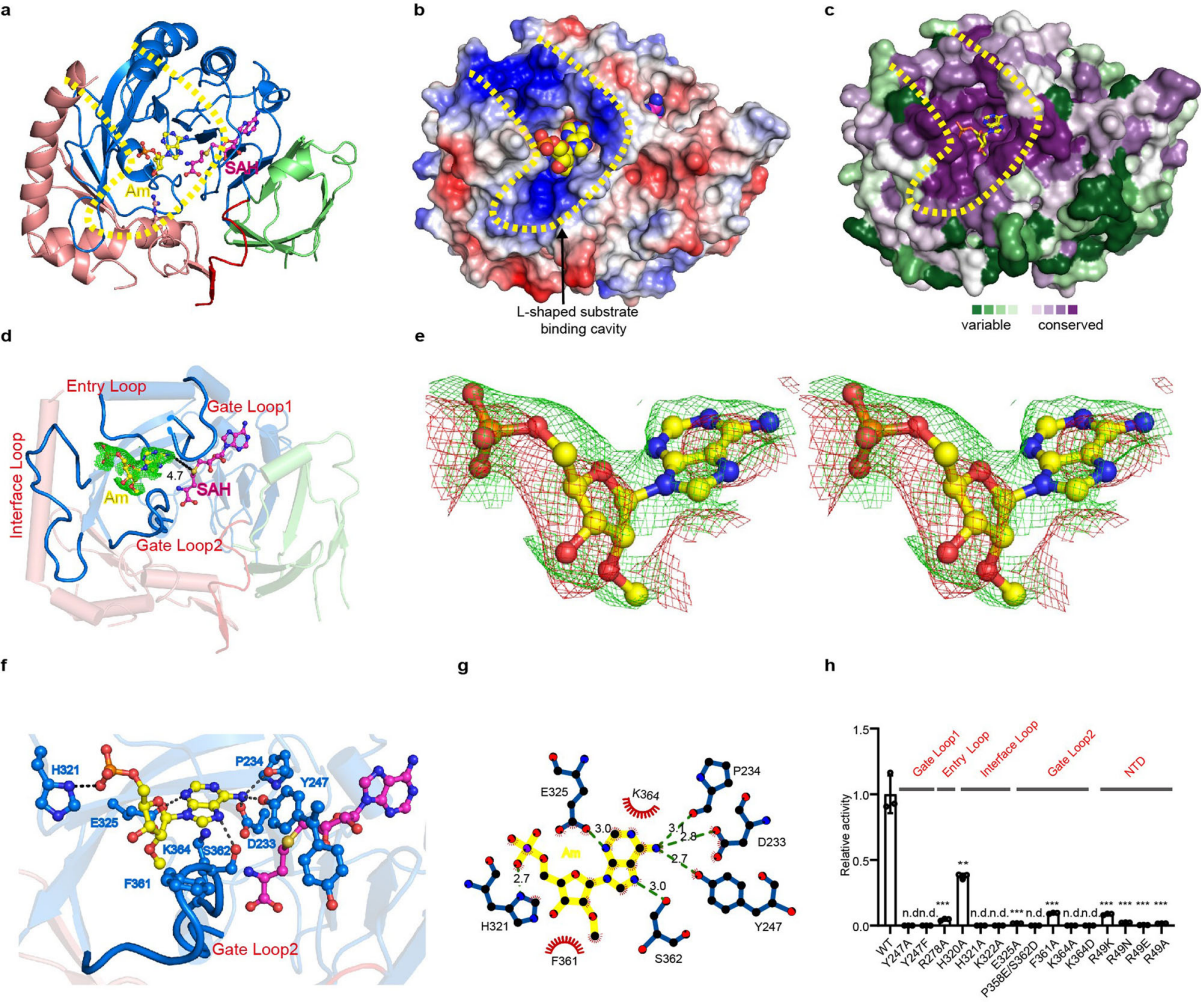
Crystal structure of the ternary complex of METTL4-Am-SAH uncovers a L-shaped cavity for the substrate binding and a conserved pocket for Am recognition. **a** Overall view of the METTL4-Am-SAH complex. **b** Electric surface of METTL4. The positive charged cleft is outlined by yellow dashed line, and the Am is shown as sphere. **c** ConSurf analysis of the conservation of METTL4 proteins. **d** Four conserved loops form substrate-binding cavity, and key residues involved in Am recognition are shown in stick and ball. The 2Fo-Fc map of Am is contoured at the 1.0 sigma level, and the invisible residues in electron density map of Gate Loop 1 shown as dashed lines. **e** Cross-eyed stereo view of the 2Fo-Fc map in green color at 1.0 sigma level generated by CCP4 program and Fo-Fc omit map in red color at 0.6 sigma level generated by Phenix program of the Am molecule in the catalytic pocket of METTL4. The estimated occupancy of the Am molecule in the catalytic pocket is 0.78 according to phenix.refine program. **f** Close-up view of the interactions between Am and MTase domain. The hydrogen bond interactions are depicted as yellow dashed lines. **g** The diagram of interactions involving in Am was analyzed by LigPlot. The hydrogen bonds are indicated by dashed lines and the hydrophobic contacts are shown as an arc with spokes radiating. **h** Enzymatic assay of METTL4 mutants measured by UHPLC-MRM-MS/MS method. The data are mean ± SD. Statistical analysis used Student’s test for the difference wild-type and mutants, n.s. not significant, n.d. not detectable; **p < 0.01; ***p < 0.001.

### Specific recognition of Am-containing substrate by METTL4

When we superimposed METTL4 with the METTL3-METTL14 complex, there are extensive clashes of the NTD domain with METTL14 (Fig. 4c), and the 2′-O-methyl (2′-OMe) of Am is clearly clashing with the Gate Loop2 even though most of residues involved in the Am interaction are conserved in METTL3 and METTL4 (Fig. 4d, e and Supplementary Fig. 8). Sequence alignment suggested that an aromatic residue F361 in Gate Loop2, which is relatively conserved in METTL4 proteins (Phe or His), provides a more hydrophobic environment for the methyl group. However, the residue Phe or His in Gate Loop2 of METLL4 is threonine (T) in METTL3, and mutation of F361A significantly reduced the activity (Fig. 3f), suggesting that Gate Loop2 may play a key role in distinguishing 2′-OMe and 2′-OH by METTL4. In addition, unlike the Interface Loop of METTL3, which is bound by METTL14 thus providing an RNA-binding scaffold^15^, the Interface Loop of METTL4 is stabilized by α4-helix in NTD (Figs. 2d and 3b), suggesting that NTD of METTL4 plays a similar role of METTL14 for METTL3. We note that the two highly conserved residues in NTD, S48, and R49, interact with D360 and G359 in Gate loop2, respectively (Fig. 4f), which stabilizes the conformation of Gate loop2 for the Am recognition and especially for the 2′-O-methyl group interaction (Supplementary Fig. 9). Consistently, mutations of R49 to alanine (A), asparagine (N) or negatively charged glutamic acid (E), dramatically reduced activity (Fig. 3f). These results suggest a critical role for NTD in the regulation of substrate recognition by METTL4.

**Fig. 4:**
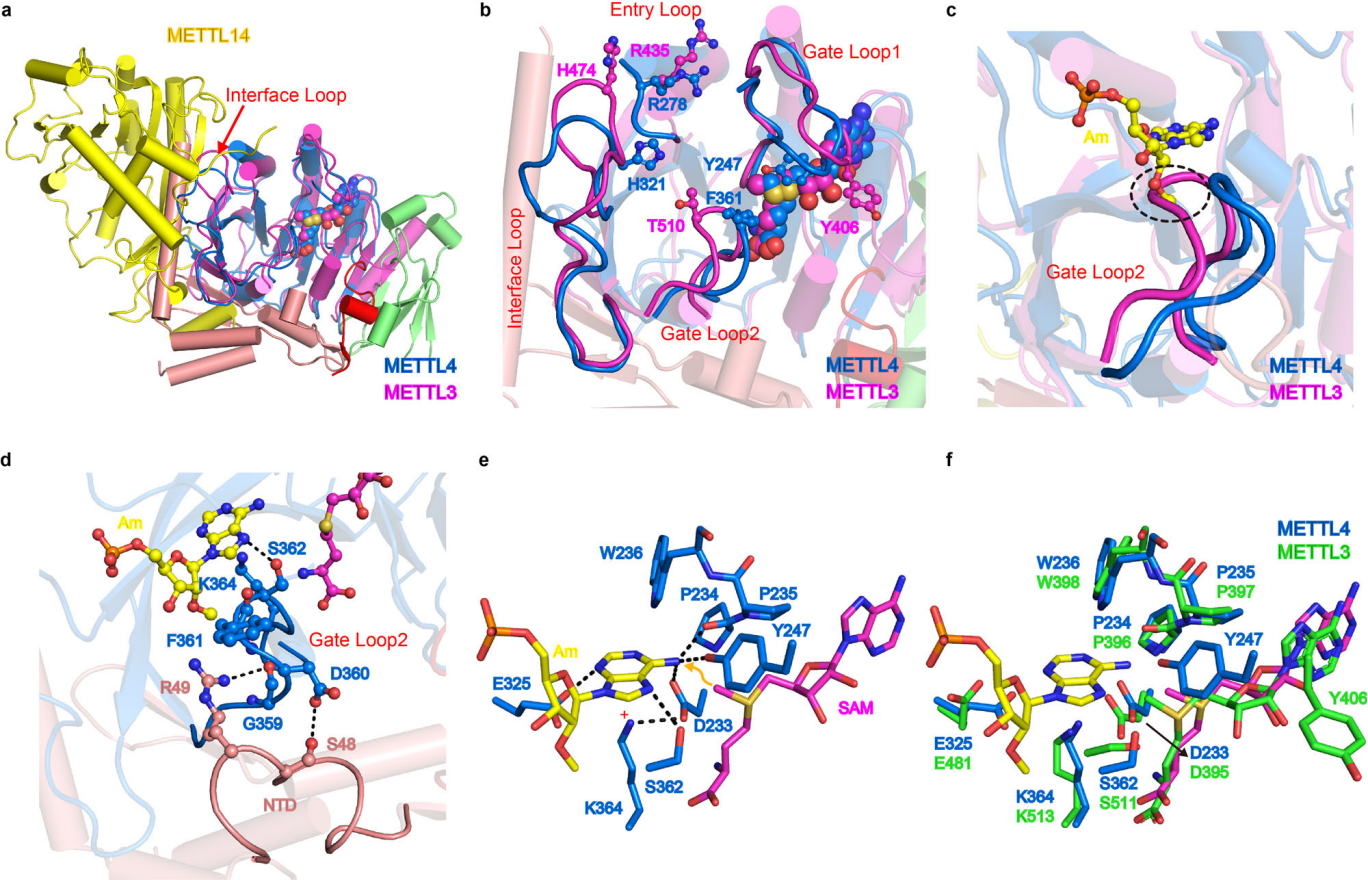
Structural comparison of METTL4 and METTL3/METTL14. **a** Superposition of the METTL4 with METTL3-METTL14 heterodimer. **b** Close-up view of the catalytic pocket formed by the four loops in the MTase domains of METTL4 and METTL3, and the key residues were shown as sticks. **c** Structural superposition of METTL4 and METTL3 shows the Gate Loop2 makes clashes with Am. **d** The NTD makes interaction with Gate Loop2 of MTase domain. **e** Modeled catalytic center of METTL4 by replacing SAH with SAM. **f** Structural superposition of the catalytic center of METTL4 and METTL3.

### Conserved residues involved in binding *N*^*6*^ of adenosine

To further reveal the catalytic mechanism, we modeled the catalytic center by replacing SAH with SAM in the structure of the METTL4-Am-SAH complex (Fig. 4e), and noticed that K364, an absolutely conserved residue in Gate loop2 across MT-A70 family proteins (Supplementary Fig. 8), perpendicularly interacts with the Am base. It is plausible that the side chain of K364 forms cation-π interaction with the Am base in the catalytic center, when the amino group of K364 side chain forms a salt bridge ionic interaction with D233, which also forms a hydrogen bond with the *N*^6^ atom of the Am base (Fig. 4f). Interestingly, D233 interacts with SAM in the structure of the METTL4-SAM complex. Therefore, with the assistance of D233, K364 may function as a general base to promote the deprotonation of the *N*^6^ amino group of Am and catalyze the methyl group transfer from SAM to the *N*^6^ atom of adenosine. Consistently, mutation of K364 to alanine (K364A) or aspartic acid (K364D) abolished the catalytic activity (Fig. 3f). Superposition of the conserved residues in the modeled active site of METTL4 with corresponding residues in METTL3 clearly showed that most key residues are in the same conformation (Fig. 4f), suggesting that MT-A70 family proteins may share the novel common catalytic mechanism of *N*^6^ methylation of adenosine. The only exception is the residue Y247 in METTL4 that forms hydrogen bond with *N*^6^ of Am substrate, but the corresponding residue Y406 in METTL3 flips away without binding substrate, indicating that Y247 or Y406 may play a key role in recognition of *N*^6^ of substrate adenosine base.

### A proposed catalytic mechanism of Am by METTL4

Based on structural and modeling studies, we propose a model for the catalytic progresses in the catalytic pocket (Fig. 5). First, the backbone of the target base is recognized by the Interface Loop, thus providing the opportunity to fit the base into the catalytic pocket. Second, the target base is stabilized via the interactions mediated by the 2′-O-methyl group with the Gate Loop2, and the hydrogen bond between *N*^6^ of adenosine base and Y247 guiding the *N*^6^ atom to an optimal catalytic position. Third, in the catalytic position, the *N*^6^ atom forms hydrogen bonds with the side chain D233 and the main chain P234 resulting in the deprotonation of *N*^6^ amine group, and the deprotonated *N*^6^ amine group attacks the activated methyl group of SAM. Fourth, the methyl group at the *N*^6^ atom makes extensive clashes with the D233 and P234, which promotes the *N*^6^-methylated adenosine base to flip out from the catalytic pocket.

**Fig. 5:**
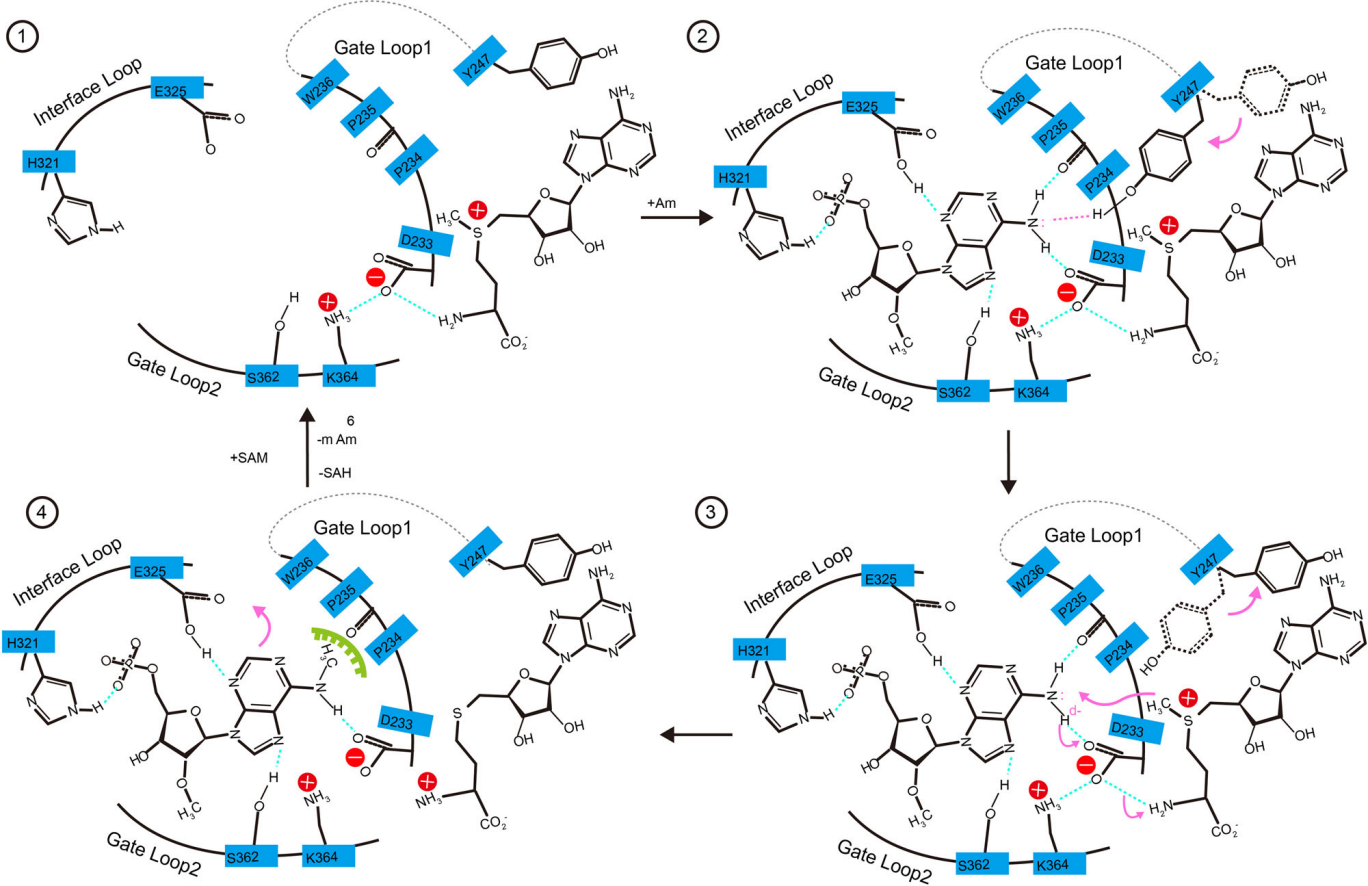
Proposed catalytic mechanism of METTL4. Diagrammatic presentation of the catalytic mechanism of METTL4. In the initial step (1) the backbone phosphate of Am may be bound by H321 in interface loop; then, Y247 in the Gate Loop1 interacts with *N*^6^ of Am (2), followed by hydrogen binding from D233 and P234 and methyl group transferred from SAM to *N*^6^ of Am (3). Finally, *N*^6^-methylated Am is released from the pocket due to the steric clash (4).

## Discussion

This study demonstrated that the Arabidopsis METTL4, similar to human METTL4^20^, is responsible for m^6^Am modification of U2 snRNA in vivo and in vitro, and plays a similar role in the regulation of RNA alternative splicing. The crystal structure of the METTL4-Am-SAH complex in this study provided critical insights into the molecular mechanism for *N*^6^-adenosine methylation of an Am-containing RNA substrate. Based on the sequence and structural comparisons (Fig. 4c and Supplementary Fig. 8), the catalytic mechanism proposed here (Fig. 5) is probably shared by another MT-A70 family methyltransferase METTL3, which is consist with the phylogenetic analysis that METTL3 and METTL4 belong to the same MT-A70 clade^22^. The topologies of the MTase domains of METTL4 and METTL3 are similar but different from other RNA m^6^A or m^6^Am methyltransferases, such as METTL5^18^, ZCCHC4^36^, METTL16^37^, and CAPAM^38^. Unlike the aromatic reside F or Y in the conserved [D/N]PP[F/Y] motif, which functions to stabilize the target base in the catalytic pocket, the aromatic residue W236 in the DPPW motif in METTL4 is buried in a hydrophobic pocket adjacent to the Am binding site (Supplementary Fig. 9), implying that the catalytic mechanism of *N*^6^-methylation mediated by METTL4 is different from the previously proposed *N*^6^-methyl-ammonium cation mechanism for the *N*^6^-adenine DNA methyltransferase M▪*Taq*I^35^. Owing to the highly conserved residues in the active site of METTL4 and METTL3 (Fig. 4f), the adenosine base of the substrate is recognized by two MT-A70 family enzymes in a similar way. Therefore, the crystal structure and modeling study of METTL4 in complex with the substrate may help to design more specific inhibitors of METTL3 in developing drugs as a therapeutic strategy against m^6^A-associated human diseases^39^.

The Am-containing RNA substrate is bound by an L-shaped, positively charged cavity formed by four loops in METTL4, which are also conserved in METTL3. However, the Interface Loop in METTL4 is bound by a long helix from NTD, which replaces METTL14 that stabilizes METTL3 and coordinates with METTL3 to form a substrate binding cavity^15^. Therefore, METTL4 functions as a monomer (Supplementary Fig. 6c), but METTL3 forms a functional heterodimer with METTL14^15^. Another difference is that METTL4 prefers Am while METTL3 prefers A instead of Am as the substrate, although Drosophila METTL4 appears to act on A in U2 snRNA in vivo^22^, maybe due to the variation in sequences within Gate Loop2 (Supplementary Fig. 4). Lastly, the sequences of NTD are less conserved in METTL4 proteins across diverse species (Supplementary Fig. 4), which may account for their different preferences for 2′-OH or 2′-OMe of the adenosine substrates. Further study is needed for the Am preference by METTL4 from the evolutionary perspective.

## Methods

### METTL4 construction, expression, and purification

The open reading frame (ORF) of *METTL4* (AT1G19340) was amplified from an *Arabidopsis thaliana* cDNA library and the ORF segment was cloned into the pET28vector containing a SUMO tag between *Nde* I and *BamH* I. The protein was expressed in *E.coli* BL21(DE3) and the cells were induced at OD_600_ ~0.6 by isopropyl β-d-1-thiogalacto-pyranoside (IPTG) with a final concentration of 0.2 mM for 20 h at 14 °C. Cells were harvested by centrifugation at 6000 rpm for 15 min and homogenized in ice-cold buffer1 containing 20 mM Tris-HCl, pH 8.0, 500 mM NaCl and 25 mM imidazole. The cells were crushed by high pressure machine and followed by ultracentrifugation at 18,000 rpm for 1 h at 4 °C. The supernatant was loaded onto a Ni-NTA column (GE healthcare) and the sample was eluted by gradient using buffer2 (20 mM Tris-HCl, pH 8.0, 500 mM NaCl and 500 mM imidazole). The tag was cleaved by ulp1 protease and dialyzed against buffer containing 20 mM Tris-HCl, pH 8.0 and 500 mM NaCl. Then, sample was loaded onto a Ni-NTA column again and collected the flow through, and the sample was future purified by Superdex 200 16/600 column (GE healthcare) equilibrated by buffer containing 20 mM Tris-HCl, pH 8.0, 100 mM NaCl and 5 mM DTT. The peak fraction was concentrated to about 30 mg/ml using Amicon 30-kDa cutoff (Millipore). The mutations were generated by overlap PCR method and the purification of mutated proteins was the same as the wild-type.

### Crystallization

The initial crystallization was performed by Gryphon crystallization robot system using sitting-drop vapor diffusion by mixing 0.2 μl protein sample (6 mg/ml) with 0.2 μl mother solution at 18 °C and crystallization kits from the Hampton research company. All optimization procedures were used the hanging-drop vapor diffusion method at 18 °C. For METLL4 complex, the protein was incubated with 1 mM SAM (S-adenosylmethionine purchased from Sigma, CAS number: 86867-01-8), or SFG (sinefungin, purchased from SANTA CRUZ BIOTECHNOLOGY, CAS number: 58944-73-3) or SAH (S-adenosyl-L-homocysteine purchased from Sigma, CAS number: 53186-57-5) in final concentration. The crystals of Se-METLL4 grew in the condition including 0.1 M tacsimate pH5.5 and 8% PEG3350, and the crystals of METTL4-SAM complex grew in the condition including 0.1 M sodium malonate pH5.5 and 6% PEG3350. The crystal of METTL4 bound to SFG were grown in the condition of 1 M Lithium chloride 0.1 M HEPES pH 7.0 10% PEG6000, and the crystal of METTL4 bound to SAH was obtained from the condition of 1600 mM Magnesium sulfate 100 mM MES/ Sodium hydroxide pH6.5. For the complex of METTL4-Am-SAH, the crystal of METTL4-SAH grew in the condition consist of 0.49 M NaH_2_PO_4_ and 0.91 M K_2_HPO_4,_ and the crystals were soaked with 10 mM RNA oligo (5′-AAmG-3′) at final concentration, and the RNA oligo (5′-AAmG-3′) was synthesized and purified in Cao’s lab at Shanghai Institute of Organic Chemistry, Chinese Academy of Sciences. For the METTL4-DNA-SAH complex, the synthetic DNA sequence 5′-GCCGCGTGATCACGCGGC-3′ was annealed and incubated with METTL4 (6 mg/ml) with the molar ratio 1.1:1.0. The crystals were grown in the condition including 0.1 M sodium malonate pH5.0 and 12% PEG3350.

### Data collection and structure determination

All crystals were transferred to a cryoprotectant solution containing mother liquor and 20% glycerol. All data were collected at the shanghai synchrotron radiation facility (SSRF) on beamlines BL17U, BL18U, or BL19U using a CCD detector cooled under liquid nitrogen. The data of selenomethionine-labeled METTL4 (Se-METTL4) crystals were collected by multiwavelength anomalous dispersion (MAD), and the data of METTL4-SAM, METTL4-SAH, METTL4-SFG and METTL4-Am-SAH complex were collected by single wavelength anomalous dispersion (SAD) and processed with HKL2000 or HKL3000 program. The structure of METTL4-SAM, METTL4-SAH, METTL4-SFG, and METTL4-Am-SAH, METTL4-DNA-SAH were solved by molecular replacement of ccp4i program using the Se-METTL4 as a search model. All crystal structures were built using Coot^40^ and refined by ccp4^41^ and Phenix^42^ program. The conservation of the surface of METTL4 was analyzed by ConSurf^43^, and the diagrams of interactions involving in Am and SAM were analyzed by LigPlot^44^. All structure pictures representing in paper were prepared with PyMOL.

### ITC

ITC experiments were performed at 25 °C using a MicroCal iTC200 microcalorimeter. Before the reactions, proteins and SAM were dialyzed against buffer containing 100 mM NaCl and 10 mM HEPES (pH 7.5). In all, 3 mM SAM with an initial injection volume of 0.5 μL (omitted from the analysis) followed by 19 injections (each 2 μL) were titrated into 150 μM proteins. Data were analyzed using Origin 7 software, and the heat of dilution was subtracted from the raw values. Dissociation constant (*K*_d_) values were calculated by fitting the isotherm.

### Plant materials

Arabidopsis *mettl4-1* mutant was obtained from the Saskatoon collection (http://aafc-aac.usask.ca/FST/), and all *Arabidopsis thaliana* strains used in this study were in the Columbia (Col) background. Plants grown under long-day (LD) condition (22 °C and 16-h-light/8-h-dark) were used for flowering phenotype analysis. For RNA extraction, plants were cultured for 14-days on agar-solidified Murashige and Skoog medium M0255 (Duschefa) supplemented with 0.9% sucrose at 21 °C under a 16-h-light/8-h-dark photoperiod in a Percival AR41L5 growth chamber in 60 to 90 μmol m^−2^ s^−1^ white light. The *mettl4-1* mutant was rescued respectively by introducing *P*_*METTL4*_*::HA-METTL4-Flag* and *P*_*METTL4*_*::HA-METTL4(D233A/W236A)-Flag* constructs, in which HA- and Flag-tagged wild-type METTL4 and mutated METTL4 (D233A/W236A) were expressed under *METTL4* native promoter.

### U2 snRNA purification

Total RNA was extracted from 12-day seeding Arabidopsis by a standard method using Trizol. A synthetic oligo complementary to the Arabidopsis U2 snRNA (5′-biotin-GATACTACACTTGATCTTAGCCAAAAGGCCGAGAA, 500 ng) were incubated with total RNA (10 μg), in 50 μL hybridization buffer (150 mM NaCl, 50 mM Tris-HCl, pH 7.9). The hybridization mixture was incubated at 90 °C for 7 min, and slowly cooled to room temperature (25 °C) to allow hybridization to occur. The annealed products were mixed with Dynabeads M-280 Streptavidin (500 μg, Invitrogen, 11205D) at room temperature for 30 min. The annealed probes were mixed with Dynabeads M-280 Streptavidin (500 μg, Invitrogen, 11205D) at room temperature for 30 min. Place the mixture on magnet until the liquid become clear, then remove and collect the flow through (the flow through was called as U2 RNA removal in Fig. 1f). After that, wash the beads with 50 μl hybridization buffer for twice. And the sample were eluted in nuclease-free H_2_O by heating at 70 °C for 5 min. The elution and flow through were used for following digestion and UHPLC-MS/MS analysis.

### RNA digestion

For the in vitro enzyme assay: The probes were dissolved into nuclease-free H_2_O and annealed by heating briefly to 95 °C for 5 min, followed by gradually cooling to 4 °C in PCR machine.

Each probe (90 pmol) was incubated with 4 μg METTL4 protein in 30 μl reaction buffer (0.8 mM d3-SAM, 10% glycerol, 10 mM Tris-HCl pH 7.0) at 28 °C for 1 h. After reaction, all sample were desalted and purified by ice ethanol precipitation. The recovered probes or Arabidopsis total RNA were digested into single nucleosides by 0.5 U Nuclease P1 (NP1, Sigma, N8630) and 0.5 U alkaline phosphatase (CIP, New England Biolabs, M0290) in 50 µL 10 mM Tris-HCl (pH 7.6) reaction volume at 37 °C for 4 h. The digestive enzyme in the samples were removed by ultrafiltration with 3 kD ultrafiltration tubes (Pall Corporation, Port Washington), and then subjected to UHPLC-MS/MS analysis.

### UHPLC-MS/MS

The UHPLC-MS/MS analysis was performed on an ultra-high performance LC system (Agilent 1290 II) coupled with G6495 mass spectrometer. 5 μl sample was injected in to the UHPLC system and the nucleosides were separation by C18 column (Zorbax Eclipse Plus C18, 2.0 mm×100 mm i.d, 1.8 μm particle size, Agilent Technologies, Palo Alto, CA). All the targets were separated in HPLC condition with mobile phase consisted of two solvents: 0.1% formic acid in water (A), and 100% in methanol (B). Set up following separation condition with the gradient elution: 0-2 min, 5% B; 2–4 min, 30% B; 4-6 min, 30% B, 6–9 min, 5% B, and the flow rate was 0.25 mL/min. For the mass spectrometry parameters, the fragmentation voltage was set at 90 V; using nitrogen for nebulization and desolvation, and the flow rate and temperature of gas were set at 9.0 L/min and 300 °C, respectively; collision gas used high purity of nitrogen with 99.999%. The multiple reaction monitoring (MRM) mode was chosen to quantify all the targets: m/z 292 → 150 for m^6^Am, m/z 282 → 150 for m^6^A and m^1^A; m/z 282 → 136 for Am, m/z 266 → 150 for ^6^mA. The collision voltage of all targets was set to 5 eV. All the sample were repeated at three times.

### RNA sequencing

Total RNA was extracted from 14-days seedlings using an RNAprep pure Plant Kit (Tiangen Biotech) under the guidance of manufacturer’s instructions. A strand-specific RNA-seq library was constructed according to the KAPA stranded mRNA-seq Kit instructions (Illumina® Platforms). There were two replicates for WT and *mettl4-1*.

Raw RNA-seq paired-end reads were filtered to remove the adapters and reads length less than 20 bp and reads with low sequencing base quality score using Cutadapt (version 3.5)^45^. The filter reads were mapped to the Arabidopsis thaliana genome (TAIR10) by Hisat2 (version 2.2.1)^46^. High mapping quality reads were obtained using SAMtools (version 1.13)^47^. The track files which fragments were normalized as fragments per bin (bin size = 10 bp) per million mapped fragments were obtained using bamCoverage tool in deepTools (version 3.5.1)^48^ and viewed with IGV (version 2.11.2)^49^. FeatureCounts (version 2.0.1) was used to calculate the read number for each gene^50^. DESeq2 (version 1.32.0) was used to identify differentially expressed genes (DEGs)^51^. Compared to the mutant and wild-type, genes that showed |log2foldchange|≥ log2(1.5) and *p* value < 0.05 were considered to be DEGs. Gene ontology (GO) enrichment analysis was carried out with DAVID^52^ and ClusterProfiler^53^. Different alternatively splicing genes between the mutant and the wild-type (threshold of |Δψ| > 0.1, *p* value < 0.05) were identified by rMATS (version 4.1.1)^54^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The atomic coordinates of the X-ray crystal structures have been deposited to the Protein Data Bank with following accession codes 7CVA for apo-METTL4, 7CV7 for METTL4-SAM, 7CV9 for METTL4-SAH, 7CV8 for METTL4-SFG, and 7CV6 for METTL4-Am-SAH. The RNA-sequencing data reported in this study have been deposited in NCBI’s Gene Expression Omnibus with the accession number GEO Series accession number GSE190241. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

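RNA sequencing of 14-day *Arabidopsis thaliana* seedlings was analysed for 2 genotypes, Col-0 and *mettl4-1*, with 2 libraries each. The other experiments of the paper (mass spectrometry of modified nucleosides, enzymatic assays, crystal structures and flowering phenotypes) have no sequencing data and were not analysed here. The unit of the deposited values is counts per gene. The authors made these counts by trimming the reads with Cutadapt 3.5 (adapters, low base quality, reads under 20 bp), mapping them to TAIR10 with Hisat2 2.2.1, keeping reads of high mapping quality with SAMtools 1.13 and counting with FeatureCounts 2.0.1, and they deposited the counts of each library as raw whole numbers. The mapping-quality threshold, the annotation release and the settings for strand, multi-mapping and overlap were not found in the paper's text. They could change the counts of duplicated and overlapping genes. For differential expression the paper used DESeq2 1.32.0, and for splicing rMATS 4.1.1. Splicing was not analysed here, because counts per gene do not hold the junctions it needs.

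Each library's genotype and replicate number come from its sample labels and the paper's methods. The deposited values of *mettl4-1* replicate 2 carry another allele and replicate number in their name and repeat the column name of *mettl4-1* replicate 1, and the labels and the paper were followed. The 2 libraries hold different values. The pairing used in the fit with a replicate block comes from these replicate numbers alone.

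The counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr by genotype with a minimum of 10 counts, glmQLFit and glmQLFTest with genotype as the only term), limma 3.58.1 and DESeq2 1.42.0. Of the genes listed, 21673 were tested. Log2 fold changes are *mettl4-1* over Col-0, and the standard error of each was derived from its F statistic. Adjusted p-values are Benjamini-Hochberg adjusted over all genes tested unless a list is named. Genes were called at the paper's thresholds (a change of at least 1.5-fold, unadjusted p under 0.05) and also with the adjusted p in place of the unadjusted one. CPM are TMM-normalized counts scaled to a library of 1e6 counts. The total counts per library lay between 50862075 and 66003824, at which the floor of 3 counts equals 0.045 to 0.0593 CPM. This floor covers counting error only. A fold against a genotype whose libraries are all at or under the floor is given as a lower bound.

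Names, positions, exons and descriptions come from the RefSeq annotation of TAIR10.1, which held all 32548 nuclear genes listed. The 133 chloroplast and 152 mitochondrial genes were recognized by their locus prefix and have no name or position here, because that annotation names them by other tags. *SOC1* is listed there under *AGL20*, with *SOC1* as a synonym, and *METTL4* is the paper's name for AT1G19340. Shared sequence was measured for a part of the named nuclear genes and for no organelle gene. The exons of these nuclear genes were aligned to those of all other genes with megablast. The exons of nuclear genes were aligned to the chloroplast and mitochondrial genomes in the same way, a comparison chosen after the data had been seen.

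The lists of photosynthesis (75 genes), cold-response (56 genes) and flowering-time genes (70 genes) were written from general knowledge of each process, and a list was compared with the called genes by a two-sided Fisher's exact test with all tested genes as the background. The genes to be named were *METTL4* and *ACTIN2*; the 5 highest and the 5 lowest log2 fold changes among genes with an adjusted p under 0.05, a change of at least 1.5-fold and both *mettl4-1* libraries on the same side of both Col-0 libraries; in each list up to 5 called members with the smallest p; *FT*, *SOC1*, *FLC* and *CO* whatever their values; and the 2 genes on each side of *METTL4*. *RING1A*, *LEA*, *LHY*, *GI*, *PRR7*, *FUL*, *SPL5*, *LFY*, *FLM*, *MAF2*, *MAF3*, *MAF4*, *SVP*, *TOE1*, *TOE2*, *TEM1*, *TEM2*, *SMZ* and *SNZ* fall outside this rule and were chosen after their values were seen.

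The alternatives tried were DESeq2-style size factors, no filter on low counts, a minimum of 10 counts in every library, DESeq2's Wald test, limma-voom, a replicate block, removal of the organelle genes, corrections for GC content and gene length by lowess curves per library (which did not cover the organelle genes, whose sequences were not matched to the annotation), both the GC correction and the replicate block, other thresholds, lists drawn from words in the descriptions, limma's camera, and the omission of each library in turn, for which no p-value was computed. The steps were tested on simulated counts with the means and library sizes of the 21673 tested genes, of which 200 were changed. The changed genes were drawn only from genes above a minimum mean count, and their log2 changes were 1 or 2 in size. edgeR recovered 99% of them at an adjusted p under 0.05 with 9 false calls, and 100% at the paper's thresholds with 123 false calls. Recovery of smaller changes or of genes with few counts was not tested. Each gene varied independently, so a disturbance shared by many genes of a library was not simulated.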

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

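The tests in this part were chosen only after the results they bear on were seen.

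Among the genes called higher in *mettl4-1* at the paper's thresholds, 85 are encoded in the organelles, genes that the paper does not discuss, and their level is above that in the Col-0 libraries. 18S ribosomal RNA, which like most organelle RNA is not expected to carry a long poly(A) tail, took 0.495% and 0.369% of the counts in the Col-0 libraries and 3.65% and 1.25% in *mettl4-1* replicates 1 and 2. Over the 142 organelle genes tested, the median log2 ratio of *mettl4-1* replicate 1 to replicate 2 was 1.13, beside −0.0016 for nuclear protein-coding genes, and the 18S share was 2.91 times higher in replicate 1. Unequal carry-over of RNA without a poly(A) tail between the libraries would give this pattern for organelle and 18S RNA. The few counts on U2 snRNA genes did not share it, at 4.29 and 4.49 CPM in *mettl4-1* replicates 1 and 2. In *mettl4-1* replicate 2, organelle genes were above the Col-0 mean by a median log2 ratio of 0.38, and 96 of the 142 were above both Col-0 libraries. An increase of organelle transcripts through the loss of *METTL4* cannot be told apart from carry-over by these libraries, because replicate 2 also held more 18S RNA than Col-0. Total counts differed by 1.3 times between the largest and smallest library, against 3.87 times for the organelle share, so depth alone does not account for the pattern.

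Genes described as seed storage, cruciferin, oleosin, late embryogenesis or seed maturation genes were 18 of the 148 genes called lower, a signal in Col-0 that the paper does not discuss. Of 142 such genes tested, 18 were called, all of them lower, where 1.75 calls were expected, and 16 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Of these 16, 7 had 3 or fewer counts in both *mettl4-1* libraries. At the level of Col-0, the least expressed of the 16 would have given 15.8 counts in a *mettl4-1* library, so low depth in *mettl4-1* does not account for their loss. RNA of seeds or embryos in the Col-0 samples is a candidate explanation. The share of all 142 genes, most of which were not called, was 4015 and 3951 in 1e6 counts in the Col-0 libraries (exact binomial test, two-sided, p = 2.5e-08), and 3303 and 3576 in the *mettl4-1* libraries. The 18 called genes had 140 and 133 in 1e6 counts in the Col-0 libraries (exact binomial test, two-sided, p = 0.00307), and 32.9 and 41.3 in the *mettl4-1* libraries. The Col-0 libraries were thus close to each other, with a difference that exceeds sampling noise, but genes that vary little within a genotype are more readily called. This does not settle whether the Col-0 samples held seed material. The called genes were lower in both *mettl4-1* libraries than in both Col-0 libraries in 18 of 18 cases, but they were selected for being lower, so this does not separate an effect of *METTL4* on seed genes in seedlings from residual seed RNA in Col-0.

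*RING1A* (AT5G44280, chromosome 5, 17835810 to 17839303, TAIR10.1), a gene the paper does not mention, had 7045 and 8496 counts in Col-0 and 485 and 506 in *mettl4-1*. Its log2 fold change was −3.72 (standard error 0.03, adjusted p = 1.4e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 2 of 2 libraries. AT3G01345 rose by a log2 fold change of 10.56 from near absence in Col-0. For both, a change of a whole region by copy number or linkage was examined in the 3 tested genes on each side. The nearest tested genes changed by at most 0.27 on the log2 scale, and 11 of the 12 neighbours stayed within 1.5-fold. The exception was AT5G44310, a late embryogenesis abundant gene 8478 bp from *RING1A*, with a log2 fold change of −2.89, which belongs to the seed genes described above. As to reads shared with a near-identical copy, 0% of the exons of either gene was matched by another gene at 95% identity or more, and the closest relative of AT3G01345, AT2G06845, matched 86.1% of it at 76.5% identity. The Col-0 level of AT3G01345 was 0.0648% of that in *mettl4-1*. A change this complete is open to 2 readings, a difference in the genetic background of the *mettl4-1* line that is unrelated to *METTL4*, and an effect of *METTL4* itself. With both *mettl4-1* libraries taken as the same line, these readings cannot be told apart without RNA of the rescued plants, which was not analysed here. The deposited values of replicate 2 carry another allele in their name, though its labels and the paper give *mettl4-1*. Were it another allele, the similar counts of both genes in the 2 libraries would bear on these readings.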

How the results depend on the processing

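The alternatives were chosen before the data were examined, apart from DESeq2 without its independent filtering, which was added after seeing the data.

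*METTL4* was lower in every fit, with a log2 fold change between −3.00 and −2.99 across the alternatives that kept all 4 libraries and from −3.19 to −2.82 across the 4 fits that each left out one library. DESeq2's Wald test gave −3.00 but no adjusted p, because its independent filtering set aside genes with a mean under 1189 normalized counts. Without this filtering the adjusted p was 1.2e-32. The other adjusted p-values of *METTL4* were at most 7.8e-06.

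At the paper's thresholds, the 203 genes called higher became 123 with DESeq2's Wald test, 128 without organelle genes, 123 at a 2-fold threshold and 1480 without a fold threshold. The 148 called lower became 76 with at least 10 counts required in every library, 91 at a 2-fold threshold and 1821 without a fold threshold. The filter on every library removes genes that are absent in one genotype. The other alternatives left both numbers within 1.5 times.

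At an adjusted p under 0.05, the 68 genes called higher became 120 without a filter on low counts, 14 with DESeq2's Wald test, 21 with DESeq2 without independent filtering, 27 with limma-voom, 42 without organelle genes and 208 without a fold threshold. The 70 called lower became 28 with at least 10 counts in every library, 5 with DESeq2's Wald test and 406 without a fold threshold. DESeq2 without independent filtering called 47 lower, so the filtering accounts for much of the low number on that side. For the other settings the cause was not tested.

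With the replicate number as a block, 191 genes were higher and 138 lower at the paper's thresholds, and 106 and 70 at an adjusted p under 0.05. Of the 203 and 148 genes called without the replicate block, 191 and 137 were called with it. The deviations of libraries with the same number from their genotype means had a correlation of −0.018 across 21673 genes. No strong common shift of libraries with the same number was thus seen over the genes as a whole. Sampling noise in these deviations would weaken such a correlation, so a weaker pairing is not excluded. With the GC correction and the replicate block together, 190 genes were higher and 135 lower.

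The number of tested genes past the 1.5-fold threshold, whatever their p, was 512. It was 3752 without a filter on low counts, where genes with a few counts enter, 312 with at least 10 counts in every library, and from 686 to 746 across the 4 fits that each left out one library.

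The photosynthesis list kept at least 4 called genes and an unadjusted Fisher's exact p under 0.05 in all alternatives but the 2-fold threshold. That threshold left 1 gene (p = 0.526), and without a fold threshold 61 were called (p = 5.2e-37 in the same exact test). The cold-response list went from fewer called genes than expected to more when the fold threshold was dropped, with 23 genes called (Fisher's exact test, p = 5.7e-07). The flowering-time list had 4 genes called (Fisher's exact test, p = 0.0245). By the same exact test it had 2 with DESeq2's Wald test (p = 0.119), 0 at a 2-fold threshold (p = 1), where 18 genes had an unadjusted p under 0.05, 1 with the adjusted p (p = 0.353) and 1 in the list drawn from descriptions (p = 0.497). The camera test of limma, with an inter-gene correlation of 0.01, gave p = 0.209. The cause of these changes was not tested.

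Among the other named genes, 23 values moved by more than the spread between replicates when a library was left out, 6 rose to an adjusted p above 0.05 and 6 fell below it. In a further 8 with an adjusted p under 0.05 in edgeR's test, DESeq2's Wald test gave no adjusted p because of its independent filtering. Without this filtering 7 of them had an adjusted p under 0.05, and the exception was *PIF4* (0.168). The Wald test also gave none for *SPL3*, *MAF5*, *AP1*, *FT*, *FLC*, *CO* and AT1G19330, which were above 0.05 in edgeR's test. Without the filtering, the lowest adjusted p among them was 0.561, that of *FT*. In 2 the sign changed in a fit that left out one library, *FLC* (−0.0465 without Col-0 replicate 2, and up to 0.19) and *CO* (0.0041 without *mettl4-1* replicate 1, and down to −0.22), neither of which differed between the genotypes.

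With 2 libraries per genotype, the depth limits the genes with few counts more than the abundant ones. The biological coefficient of variation of 4.83% lets edgeR call small changes of abundant genes, while the level of genes under the floor of 3 counts in both genotypes is not measured.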

Differences from the paper's values

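With edgeR's quasi-likelihood test, 203 genes were up-regulated in *mettl4-1* against the paper's 127. Of the alternatives set before the data were examined, the number came within 1.5 times of the paper's with DESeq2's Wald test, which the paper's methods name (123), at a 2-fold threshold (123), without organelle genes (128), with at least 10 counts in every library (178) and with the GC correction and the replicate block together (190). It did not with DESeq2-style size factors in edgeR (203), no filter on low counts (246), limma-voom (198), the replicate block (191), the GC correction (200), the length correction (209) or no fold threshold (1480). The GC and length corrections left the organelle genes, 85 of the calls, uncorrected.

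The paper states that genes of the response to cold or freezing are among its differentially expressed genes. Of the 52 tested genes of the cold-response list, 0 passed the paper's thresholds, and 23 had an unadjusted p under 0.05. Without a fold threshold these 23 were called, and in the list drawn from descriptions, an alternative set before the data were examined, 1 gene was called, *LEA* (AT2G21490). Neither list is the Gene Ontology annotation that the paper used, so these counts do not contradict the paper's statement.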

Other observations

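The tests of the scatter between libraries and of *FT* and *SOC1* under other scalings were chosen only after those results were seen. The list of spliceosome genes, the comparison of genes with and without introns, the region around *METTL4* and the U2 snRNA genes were also chosen after the data had been seen.

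The paper asks why *mettl4-1* flowers early and names no flowering gene from its RNA sequencing. Of the 70 flowering-time genes listed, 68 were tested and 4 passed the paper's thresholds where 1.10 were expected (Fisher's exact test, two-sided, p = 0.0245, and 0.0502 adjusted over the 3 lists). *PIF4* (AT2G43010) was lower, with a log2 fold change of −0.72 (adjusted p = 0.0297 from edgeR's quasi-likelihood test). *SPL3* (AT2G33810, 0.71), *MAF5* (AT5G65080, 0.71) and *AP1* (AT1G69120, 0.84) were higher, with adjusted p of 0.0741, 0.171 and 0.195 in the same edgeR test, which do not pass the correction. An adjusted p under 0.05 in that edgeR test was also reached by *LHY* (AT1G01060, log2 fold change 0.42, adjusted p = 0.0131), *GI* (AT1G22770, −0.21, adjusted p = 0.0494) and *PRR7* (AT5G02810, −0.35, adjusted p = 0.0499), which stayed under the fold threshold. *SPL3* overlaps AT2G33815 on the other strand. *SOC1* (AT2G45660) had 31.8 ± 1.19 CPM (SD, n = 2) in Col-0 and 38.1 ± 0.0657 (SD, n = 2) in *mettl4-1*, a log2 fold change of 0.26 (standard error 0.04, adjusted p = 0.00763, edgeR), and *FT* (AT1G65480) had a log2 fold change of 0.29 (standard error 0.08, adjusted p = 0.0768, edgeR). Both were higher in 2 of 2 *mettl4-1* libraries. *FLC* (AT5G10140) and *CO* (AT5G15840) had log2 fold changes of 0.07 and −0.10 (adjusted p = 0.875 and 0.734, edgeR). The counts of both are uncertain, since AT5G01675 overlaps 68.3% of the exons of *FLC* and AT5G15843 overlaps 21.8% of those of *CO*.

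Over the alternatives that kept all libraries, the log2 fold change of *SOC1* stayed from 0.25 to 0.26 with adjusted p from 0.000389 to 0.0114, and that of *FT* from 0.28 to 0.30 with adjusted p from 0.0311 to 0.561. A slightly higher level of both may therefore accompany the early flowering, as a hypothesis. A shift of all genes by the normalization would also raise them. The lowest value of either over the alternatives that kept all 4 libraries was 0.25. With a library left out, the lowest were 0.22 for *SOC1* (without Col-0 replicate 2) and 0.23 for *FT* (without *mettl4-1* replicate 2). Each scaling tried is centred on the bulk of the genes, so a shift by the normalization cannot be told apart. A later developmental stage of the *mettl4-1* seedlings at harvest is a further candidate explanation. The flowering-time list as a whole did not shift in limma's camera, run with an inter-gene correlation of 0.01 (p = 0.209), but the list holds activators and repressors of flowering, which a later stage would move in opposite directions, so this test cannot exclude it. *FUL* (AT5G60910, log2 fold change 0.39), *SPL5* (AT3G15270, 0.45) and *LFY* (AT5G61850, 0.35) were higher along with *SOC1*, *SPL3* and *AP1*, though their adjusted p-values of 0.0709, 0.304 and 0.731 from edgeR's quasi-likelihood test do not pass the correction. These genes were picked after their values were seen. The repressors *MAF5* (0.71), *FLM* (AT1G77080, 0.13), *SVP* (AT2G22540, 0.03) and *TOE1* (AT2G28550, 0.02) did not fall, while *TEM1* (AT1G25560, −0.14) and *SNZ* (AT2G39250, −0.14) were lower, with adjusted p of 0.278 and 0.318 in the same edgeR test. Of the listed genes of the same families, *MAF3* (AT5G65060, 0.07) and *TOE2* (AT5G60120, 0.02) did not fall. *MAF4* (AT5G65070, −0.25), *TEM2* (AT1G68840, −0.05), *MAF2* (AT5G65050, −0.01) and *SMZ* (AT3G54990, −0.01) were lower, with adjusted p of 0.635, 0.598, 0.915 and 0.964 in that test. The 2 readings, an effect of *METTL4* on these genes and a difference of stage, cannot be told apart. A difference in the genetic background of the line, left open above for *RING1A* and AT3G01345, was not excluded for these genes either.

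The median squared difference of nuclear genes between the libraries of Col-0 was 1.47 times that of sampling noise and between those of *mettl4-1* 1.85 times, while it was 2.28 to 2.61 times between libraries of different genotypes. Replicates that share plant material are a candidate explanation for the low values. The labels and the paper do not say how the replicates were taken, and uniform growth in one chamber would give low values too, so the 1.47 does not decide it. If the replicates share material, the p-values describe these harvests rather than the genotypes.

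Differences carried along on the DNA around *METTL4* would place called genes near it. Within 1 Mb of *METTL4*, 4 of 450 tested genes were called at the paper's thresholds where 5.54 were expected (Fisher's exact test, two-sided, p = 0.666). The nearest genes on the plus side, *BES1* (AT1G19350) and *RRA3* (AT1G19360), had log2 fold changes of 0.03 and 0.03 (adjusted p = 0.672 and 0.713, edgeR's quasi-likelihood test). On the other side, AT1G19330 had a log2 fold change of −0.22 (adjusted p = 0.0779, edgeR), and AT1G19320 had 4, 4, 5 and 4 counts and was not tested.

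The paper reports splicing changes in *mettl4-1*. As a test for less spliced RNA, the median log2 ratio of 16568 genes with introns was set against that of 2464 genes without. The difference was 0.0023 on average over the 4 pairs of a *mettl4-1* and a Col-0 library, and it lay between −0.0087 and 0.0153 in single pairs, within the −0.0183 found between the 2 *mettl4-1* libraries. Counts per gene include the exon reads of unspliced RNA, and changes in a small part of the genes would not move these medians, so this comparison cannot tell whether RNA was less spliced. As a test for changed expression of spliceosome genes, 85 genes described as splicing factors or spliceosome parts were examined. At the paper's thresholds 0 were called where 1.05 were expected (Fisher's exact test, two-sided, p = 0.630), and 8 had an unadjusted p under 0.05.

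Counts on U2 snRNA genes, the substrate of METTL4 in the paper, were few. Over the 23 annotated U2 genes, of which 12 had any count, they summed to 167 and 228 in the Col-0 libraries and 217 and 231 in the *mettl4-1* libraries, or 3.04, 3.42, 4.29 and 4.49 CPM. Of the 8 U2 genes tested, 0 were called and 0 had an unadjusted p under 0.05.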
